A study of Homo sapiens with 8 samples.

How the data were processed

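RNA sequencing was available for 8 libraries of HMLE cells, an immortalized line of human mammary epithelial cells. Per the labels, the cells carried a lentiviral scrambled shRNA or 1 shRNA against SOX4, were selected with puromycin at 0.5 µg/mL, and were left untreated or given TGF-β for 16 h. The 4 combinations held 2 libraries each, assigned to groups by their titles. Per the labels' protocols, total RNA was made into libraries with a stranded ribosomal-depletion kit and sequenced as 75-nt single reads, while another label names polyA RNA, so the RNA fraction is unsure. The labels do not say that the libraries of a group came from separate cultures. The p-values therefore measure only the spread between these samples, which may be technical.

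Per the submitters' processing notes, TopHat2 2.0.9, Cufflinks 2.2.1, Cuffdiff and the hg19 build were used. The deposited table holds 48175 RefSeq transcripts in 8 columns, taken as FPKM (reads scaled by transcript length and library size) from the tools named and from the values, and the scaling between libraries and the strand setting are not given in the sources used here. No column of per-sample values was left out, and no table of the authors' own comparisons was analysed here. In 34.1% of the cells, nearly all of those from 1 up to 1000, the decimal mark had been lost, so that each had up to 3 possible values that differ by factors of 10. Cells below 1 and from 1000 upward were intact, apart from 13.9% of cells in damaged exponent notation, which were taken to lie below 1e-04 FPKM, since no cell below this was written otherwise, and set to 0.

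The lost marks were restored from the whole reads behind the values. For a gene with 1 transcript in the table, FPKM is a whole number of reads times a factor set by the library and the transcript length. The factors were fitted on rarely expressed genes, and each transcript's length, from 600 nt upward, was searched within 0.5 log10 of its annotated length so that at least 6 of the 8 cells were whole numbers of reads, within 0.003 reads plus the rounding of the deposited digits. Of 5736 genes searched, 4858 (84.7%) gave whole reads, against 1 when the last digits were replaced at random. A reading 10 times too low is also whole in 1 of 10 cells by chance. Readings were therefore weighed together with the spread of the 2 libraries, the size of the effects and the level (multivariate t, 3 degrees of freedom), and a comparison was tested only where readings within 0.2 log10 held at least 0.95 of the posterior. Among pairs of cells with a lower reading possible, 82 of 8867 had both read numbers divisible by 10, against 88.7 by chance.

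The design fixed before the data were examined was a fit of all kept genes, at least 1 FPKM in at least 2 libraries. This kept 12317 genes, 6213 of them with 1 transcript. A gene with several transcripts is represented by 1 of them, so its values are not gene totals. Because of the lost marks the main fit was restricted to the 4858 genes with whole reads, a choice made after seeing the data, and the fit as designed was run as an alternative. Transcripts were matched to symbols by RefSeq identifier for 47093 of 48175 (97.75%). A library's scale corresponded to 12.6 M to 16.8 M reads, and the whole reads in these genes summed to 3.68 M to 4.91 M per library, with medians of 363 to 486 reads per gene.

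Values were tested as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (empirical Bayes with an intensity trend), in 1 fit of the 4 groups with 4 residual degrees of freedom. Fold changes are on this scale, which understates the change of low genes. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. The contrasts were TGF-β in each kind of cell, knockdown without and with TGF-β, and their interaction. Of the 37 gene lists fixed before the data were examined, 29 had at least 5 fitted members and were tested with camera at an inter-gene correlation of 0.01, adjusted over lists within a contrast, with an estimated correlation and fry as alternatives. With an estimated correlation no list was called in any contrast. This held also where that correlation was below 0, as for angiogenesis with TGF-β in scrambled-shRNA cells (-0.043). Member counts are given over all genes and adjusted over the list alone. Coordinates are from GENCODE 44 lifted to GRCh37, which is hg19.

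Genes were named by a rule fixed beforehand. It took SOX4, up to 8 called genes per direction and pairwise contrast whose libraries did not overlap, up to 4 members of a described list by p, and a set of genes quoted whatever their values, of which 1 is not reported here. For the interaction it took called genes and otherwise the 5 smallest p-values per direction. Other alternatives were 2 pseudocounts, 2 filters on low values, 2 scalings, 2 variance priors, the compared groups alone, a replicate block and leaving out each library. Besides the fit as designed, alternatives added after seeing the data were a crossed block, the kept genes without whole reads, readings scored without whole reads, and voom on the whole reads.

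The restoration and fit were tested on simulated data for TGF-β in scrambled-shRNA cells, with 200 of 4858 genes changed and 4682 in the fit. Called in the right direction were 62.5% of genes raised and 56.0% of those lowered 1.5-fold, 100% and 95.8% at 2-fold, 100% and 66.7% at 4-fold, and 64.0% and 47.8% at 8-fold. At 4-fold down and 8-fold up the losses were readings left open. At 8-fold down, 11 of 23 genes were called in the right direction and 3 in the wrong one. The others were tested but not called, as 0 readings were left open there. A settled reading can therefore still miss or reverse a large fall. Of 4487 unchanged genes, 10 were called.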

Results

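RNA was measured in HMLE cells, a line of immortalized human mammary epithelial cells, carrying a scrambled shRNA or an shRNA against SOX4, a transcription factor of the SoxC family. Cells were untreated or exposed for 16 h to TGF-β, a cytokine that induces epithelial-mesenchymal transition in such cells. Each of the 4 groups had 2 libraries, whose scale corresponded to 16.8 M and 12.6 M reads for untreated scrambled-shRNA cells, 14.9 M and 13.7 M with TGF-β, 13.9 M and 15.5 M for untreated SOX4-shRNA cells, and 14.0 M and 15.2 M with TGF-β. Of these reads, 3.68 M to 4.91 M per library fell in the 4858 genes that were tested. Replicate libraries differed by more than counting noise. The chi-square per gene was 8.42 and 3.20 in untreated and TGF-β-treated scrambled-shRNA cells, and 19.8 and 19.1 in SOX4-shRNA cells. The fit used 1 spread for the 4 groups, so its SE may be too large for scrambled-shRNA cells and too small for SOX4-shRNA cells. For each gene named below as among the largest rises or falls of a comparison, both libraries of 1 group lay beyond both of the other.

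SOX4 itself was measured first. The gene lies on chromosome 6 at 21593982 to 21598850 on the plus strand (GRCh37) and has 1 exon. Scrambled-shRNA cells held 8.39 ± 0.493 FPKM untreated and 18.1 ± 0.803 with TGF-β, and SOX4-shRNA cells 0.972 ± 0.068 and 2.12 ± 0.351 (SD, n = 2 each). The knockdown lowered SOX4 by a log2 fold change of -2.25 ± 0.12 (SE) in untreated cells (limma adjusted p = 7.4e-05) and -2.62 ± 0.12 with TGF-β (adjusted p = 4.0e-05), and all 4 SOX4-shRNA libraries lay below all 4 scrambled ones. TGF-β raised SOX4 by 1.03 ± 0.12 in scrambled-shRNA cells (adjusted p = 0.0040) and by 0.66 ± 0.12 in SOX4-shRNA cells (adjusted p = 0.017). The added 1 FPKM shrinks changes at these low levels. With 0.1 in its place the knockdown was -2.99 untreated and -3.04 with TGF-β. The values above therefore show neither a weaker knockdown in untreated cells nor a weaker SOX4 response in SOX4-shRNA cells. The strand setting of the counting is not given. Values are therefore uncertain for the named genes with exons overlapped by another gene on the opposite strand, which were SOX4, ANGPT2, BLTP3A, CACNG4, CADM3-AS1, CDH1, CDH2, CHAF1A, COL1A1, COL4A2, DKK1, FGF2, GINS2, ICAM1, IL6, IRF1, JAG1, KRT17, LTBP2, MMP9, NRARP, PLD6, SAPCD2, TNC, UCA1, VIM, VPS9D1-AS1 and XYLT1. An overlap on the same strand makes CDH11, FGF2, PLD6 and SULT1E1 uncertain too. Overlaps were not looked up for DCN, LUM, PDGFRA, KRT5, KRT14, TP63, MFAP5 and FBLN1.

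**Figure D1:**
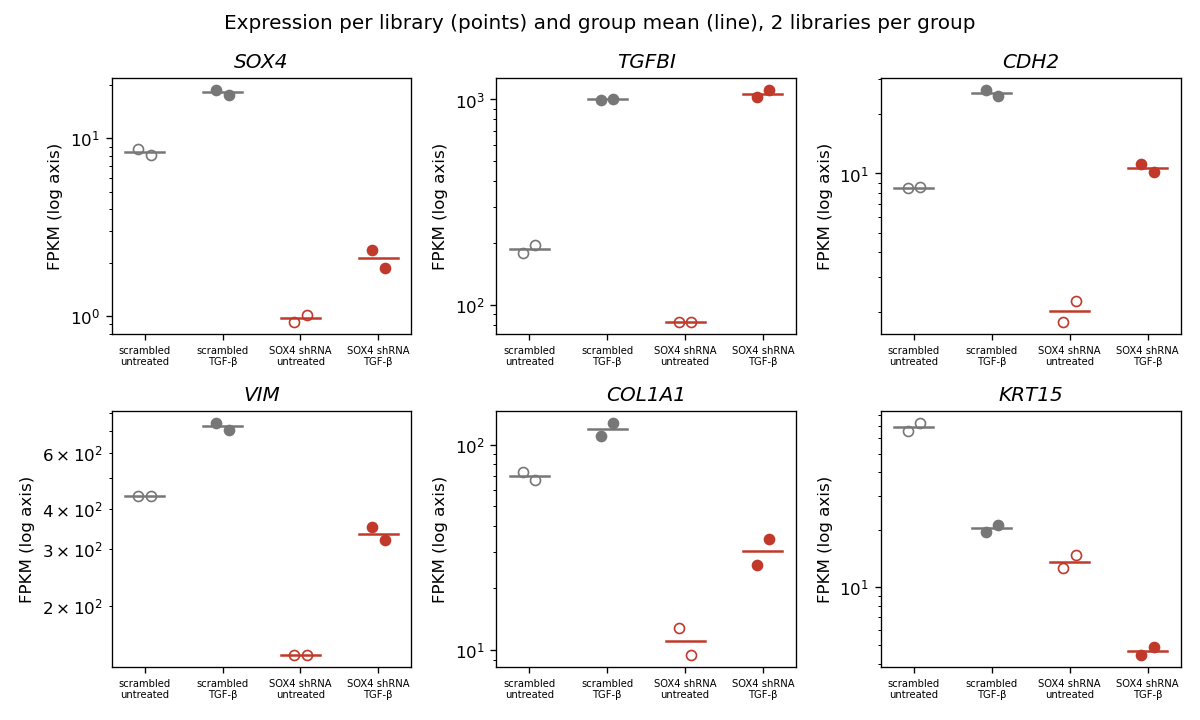
FPKM of 6 genes (log axes that differ between panels) in each library (points, 2 per group) and the mean of each group (lines). Grey is scrambled shRNA and red SOX4 shRNA, open points are untreated and filled points TGF-β-treated. SOX4 was below 2.5 FPKM in all 4 SOX4-shRNA libraries, and COL1A1 fell from 70.4 to 11.1 FPKM on knockdown in untreated cells.

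The first comparison asked what TGF-β changed in scrambled-shRNA cells. The largest rise was that of TGFBI, a matrix protein named for its induction by TGF-β, from 187 ± 11.4 to 1004 ± 6.8 FPKM (SD, n = 2; log2 fold change 2.42 ± 0.09, SE; adjusted p = 1.7e-05). Other large rises were those of the metalloproteases MMP9 (2.06 ± 0.23), MMP10 (1.98 ± 0.16) and ADAM19 (1.97 ± 0.11), LBH and XYLT1 (both 1.96) and the cytokine CSF2 (1.94 ± 0.26). The keratin KRT15 fell most, from 68.8 ± 4.8 to 20.3 ± 1.32 FPKM (-1.71 ± 0.12), with the chemokine CX3CL1 (-1.61 ± 0.18), the NOTCH-regulated gene NRARP (-1.19 ± 0.14) and NTHL1, HOXC-AS1, SAPCD2, DUSP2 and VPS9D1-AS1 (-1.14 to -1.03). In all, 256 genes rose and 124 fell of 4854 tested (limma, adjusted p under 0.05). TGFBI lies on chromosome 5 at 135364677 to 135399507 (plus strand, 17 exons) and KRT15 on chromosome 17 at 39669997 to 39678781 (minus strand, 8 exons).

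Of 16 fitted TGF-β and SMAD target genes, 11 rose and 5 did not pass the test (camera adjusted p = 7.04e-13), also 11 adjusted over the list alone, with INHBA at 1.20 ± 0.10 beside TGFBI and ADAM19. With an estimated correlation the adjusted p was 0.125. Of 12 mesenchymal markers 9 rose (camera adjusted p = 9.65e-12, and adjusted p = 0.0819 with an estimated correlation), 11 adjusted over the list alone, among them N-cadherin CDH2 (1.49 ± 0.12), cadherin CDH11 (1.01 ± 0.11), MMP9 and tenascin TNC (1.01 ± 0.12). The intermediate filament gene VIM rose by 0.72 ± 0.09 and the transcription factor gene SNAI2 by 0.89 ± 0.10. Of 16 collagen and matrix genes 6 rose, 8 adjusted over the list alone, including COL22A1 (1.81 ± 0.13) and COL4A1 (0.98 ± 0.10), with camera adjusted p = 6.7e-05, and adjusted p = 0.125 with an estimated correlation. Of 15 inflammatory genes 5 rose, 9 adjusted over the list alone (camera adjusted p = 5.34e-05, and adjusted p = 0.0819 with an estimated correlation), with PTGS2 at 1.57 ± 0.13 and IL1A at 1.12 ± 0.15. Of 18 G1/S genes 3 fell, 6 adjusted over the list alone, namely E2F2 (-0.82 ± 0.14), GINS2 and CHAF1A (both -0.53) over all genes (camera adjusted p = 3.81e-06, and adjusted p = 0.0819 with an estimated correlation). E-cadherin CDH1 measured 75.9 ± 2.61 FPKM untreated and 90.7 ± 0.084 with TGF-β and was not called (0.25 ± 0.10, adjusted p = 0.17). Of 17 epithelial junction genes 2 rose and 1 fell, 2 and 3 adjusted over the list alone (camera adjusted p = 0.706, and adjusted p = 0.786 with an estimated correlation). The count of 380 called genes fell to 29 or 30 without either TGF-β-treated scrambled library and to 57 or 90 without untreated replicate 1 or 2. For MMP9, ADAM19, XYLT1 and CSF2 the direction rests on the whole reads behind the values.

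In SOX4-shRNA cells TGFBI also had the largest rise with TGF-β. It rose from 82.2 ± 0.013 to 1067 ± 63.1 FPKM (3.68 ± 0.09, adjusted p = 5.5e-07). MMP9 (3.13 ± 0.23), ADAM19 (3.01 ± 0.11), the prostaglandin transporter SLCO2A1 (2.79 ± 0.12), XYLT1 (2.73 ± 0.11), cystatin CST6 (2.61 ± 0.30) and the noncoding RNA UCA1 (2.16 ± 0.11) also rose. KRT15 (-1.37 ± 0.12) and CX3CL1 (-1.11 ± 0.18) fell most, with ZNF488, SECTM1, E2F2, VGLL1, PLD6 and SAPCD2 between -0.99 and -0.96. There were 319 rises and 118 falls among 4856 genes. Held at the higher reading in untreated cells that the lost decimal mark allowed, the change of TGFBI would be 0.38. Readings scored without whole reads would give 0.16 for MMP9, 0.017 for ADAM19, 0.18 for SLCO2A1, 0.20 for XYLT1 and -0.50 for CST6, whose rises rest on the whole reads.

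Of 17 fitted TGF-β and SMAD targets 14 rose in SOX4-shRNA cells, 15 adjusted over the list alone (camera adjusted p = 3.25e-18, and adjusted p = 0.111 with an estimated correlation), with LTBP2 at 1.73 ± 0.12. Mesenchymal markers rose in 9 of 12 cases, 11 adjusted over the list alone (camera adjusted p = 1.9e-13, and adjusted p = 0.0971 with an estimated correlation), led by CDH2 (1.95 ± 0.12), VIM (1.26 ± 0.09), MMP9 and MMP14 (1.40 ± 0.11). SNAI2 rose by 1.09 ± 0.10, and CDH1 was not called (0.23 ± 0.10, adjusted p = 0.21). Collagen and matrix genes rose in 8 of 16 cases, 12 adjusted over the list alone (camera adjusted p = 3.41e-07, and adjusted p = 0.0971 with an estimated correlation), with COL4A1 at 1.53 ± 0.10, COL4A2 at 1.13 ± 0.13 and COL1A1 at 1.37 ± 0.18. Of 15 inflammatory genes 6 rose, and 10 rose and 1 fell adjusted over the list alone (camera adjusted p = 8.3e-05, and adjusted p = 0.0971 with an estimated correlation), with ICAM1 at 1.25 ± 0.15 and TLR2 at 0.82 ± 0.11. Of 18 G1/S genes 4 fell, 9 adjusted over the list alone, among them E2F2 and the helicase subunit MCM6 (-0.60 ± 0.11), with camera adjusted p = 1.3e-05, and adjusted p = 0.0971 with an estimated correlation. The 437 calls became 216 and 219 without TGF-β-treated scrambled replicates 1 and 2, 285 and 284 without untreated scrambled replicates 1 and 2, 197 without TGF-β-treated SOX4-shRNA replicate 2 and 209 without untreated SOX4-shRNA replicate 2.

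The responses were set side by side across the 4854 genes tested in both kinds of cell, which share no library. Their log2 fold changes correlated across genes with Pearson r = 0.789 and Spearman rho = 0.723, and the slope by total least squares was 1.11. Genes are not independent replicates, so this is a description. Rises were called in both for 190 genes, against 16.8 for independent lists, and falls for 53, against 3.01, while no gene was called in opposite directions. The shared rises and falls were 119 and 8 under a replicate block and 86 and 10 in the fit of all kept genes. Under a crossed block they were 436 and 296. Both were fewer in every fit that left out a single library.

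The response of TGFBI to TGF-β differed between SOX4-shRNA and scrambled-shRNA cells in the limma interaction test. The difference was 1.26 ± 0.13 (SE, adjusted p = 0.020). In all 2 genes were called, and 143 of 4854 genes had an unadjusted p under 0.05. With voom on the whole reads 4 genes were called. With a replicate block 0 were called, and TGFBI had a limma adjusted p of 0.14. The smallest p-values that did not pass in the main fit included that of ADAM19 (1.04 ± 0.15, adjusted p = 0.22). Others on the positive side were those of SPRR2D (1.03, uncertain for near-identical copies), SLCO2A1 (0.90), LTBP2 (0.84) and MANCR (1.06). On the negative side they were those of ADAMTS1 (-0.89), SULT1E1 (-1.10), CXCL8 (-0.98), COL22A1 (-0.92) and SPOCK1 (-0.71). None of these genes was called. TGF-β and SMAD targets as a list lay on the side of a larger rise (camera adjusted p = 4.4e-10, and adjusted p = 0.383 with an estimated correlation), with 2 of 16 members called and 5 adjusted over the list alone. Both calls rest on the untreated SOX4-shRNA cells being read at the lower of the values that the lost decimal mark allowed. Held at the higher reading both differences would reverse, that of TGFBI to -2.04, whose reading used had a posterior of 0.985. The call of TGFBI was lost without either untreated scrambled library, either TGF-β-treated scrambled library or either TGF-β-treated SOX4-shRNA library, with 0 genes called in each case, and with no filter on low values, without the intensity trend, and in the fit of all kept genes.

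The comparison of the 2 shRNAs in untreated cells asked what the knockdown changed without TGF-β. Matrix and mesenchymal genes were among those that fell. COL1A1, a fibrillar collagen chain, fell from 70.4 ± 4.6 to 11.1 ± 2.37 FPKM (SD, n = 2; log2 fold change -2.57 ± 0.18, SE), CDH11 from 16.3 ± 1.29 to 2.04 ± 0.078 FPKM (-2.51 ± 0.11) and KRT15 by -2.26 ± 0.12, and other large falls were those of CADM3-AS1 (-1.94 ± 0.11), COL6A1 (-1.93 ± 0.18) and the protease ADAMTS1 (-1.88 ± 0.11). The chemokine CXCL8 rose from 4.49 ± 0.065 to 20.7 ± 2.64 FPKM (1.98 ± 0.13), with the estrogen sulfotransferase SULT1E1 (1.87 ± 0.14), CYP1A1 (1.42 ± 0.20), the cytokine IL6 (1.39 ± 0.25), BLTP3A, CADM4, FGF2 and TENM2 (1.10 to 1.08). In total 56 genes rose and 170 fell of 4854. COL1A1 lies on chromosome 17 at 48261462 to 48278993 (minus strand, 51 exons), CDH11 on chromosome 16 at 64977656 to 65160015 (minus strand, 13 exons) and CXCL8 on chromosome 4 at 74606236 to 74609433 (plus strand, 4 exons).

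Of 16 collagen and matrix genes 9 fell on knockdown, 12 adjusted over the list alone (camera adjusted p = 2.69e-11, and adjusted p = 0.187 with an estimated correlation), among them COL1A2 (-1.62 ± 0.11) and FBLN5 (-1.67 ± 0.15). Of 12 mesenchymal markers 6 fell, and adjusted over the list alone 7 fell and 1 rose (camera adjusted p = 6.44e-08, and adjusted p = 0.188 with an estimated correlation), with VIM at -1.65 ± 0.09, CDH2 at -1.65 ± 0.12 and fibrillin FBN1 at -1.38 ± 0.12. Of 7 fibroblast markers, several of which are also in the collagen list, 5 fell, 6 adjusted over the list alone (camera adjusted p = 3.27e-08, and adjusted p = 0.2002 with an estimated correlation), with COL3A1 at -1.31 ± 0.13 and the transcription factor gene TWIST1 at -0.77 ± 0.13. Of other fibroblast genes, the proteoglycan gene DCN was at 1.05 ± 0.083 FPKM in untreated scrambled-shRNA cells and at most 0.103 FPKM in SOX4-shRNA cells, and LUM and PDGFRA were at most 0.105 FPKM in any library. For DCN this is 1 of 6 transcripts. Of 6 basal markers 4 fell, 5 adjusted over the list alone (camera adjusted p = 1.32e-06, and adjusted p = 0.2002 with an estimated correlation), the keratins KRT15, KRT6B (-1.65 ± 0.11), KRT17 (-1.28 ± 0.11) and KRT16 (adjusted p = 0.0071), of which the last 3 have near-identical copies and are uncertain. In the fit of all kept genes 10 of 19 basal markers fell, and 7 of 19 with TGF-β. In the fit of kept genes without whole reads 3 of 13 basal markers fell, and 1 of 13 with TGF-β. In the latter fit KRT5 (-0.25), KRT14 (-0.30) and TP63 (0.26) were not called untreated (adjusted p = 0.41, 0.43 and 0.88). TGF-β and SMAD targets fell in 5 of 16 cases and rose in 1, 6 and 1 adjusted over the list alone (camera adjusted p = 2.87e-05, and adjusted p = 0.360 with an estimated correlation), with ADAM19 at -1.61 ± 0.11 and TGFBI at -1.18 ± 0.09. Among 12 reported SOX4 targets 1 was called, DKK1 (-0.69 ± 0.10), and adjusted over the list alone 1 fell and 1 rose (camera adjusted p = 0.477, and adjusted p = 0.551 with an estimated correlation). SEMA3C (-0.35 ± 0.15), TEAD1 (0.45 ± 0.11), SNAI2 (-0.17 ± 0.10) and CDH1 (0.02 ± 0.10) were not called. The 226 calls became 51 and 68 without untreated scrambled replicates 1 and 2, 120 without either TGF-β-treated scrambled library and 106 without untreated SOX4-shRNA replicate 2. For COL1A1, CDH11, COL6A1, FBLN5, KRT15 and TGFBI the direction rests on the whole reads behind the values, for TGFBI on 2 cells, with 2.13 at the other reading.

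With TGF-β present, ADAMTS1 fell most on knockdown, from 11.7 ± 0.635 to 0.848 ± 0.017 FPKM (-2.78 ± 0.11). It was followed by CDH11 (-2.27 ± 0.11), the proteoglycan SPOCK1 (-2.05 ± 0.11), COL1A1 (-1.95 ± 0.18), KRT15 (-1.92 ± 0.12), COL6A1 (-1.89 ± 0.18) and CADM3-AS1 (-1.87 ± 0.11). The chemokine CXCL14 rose most, from 3.23 ± 0.322 to 12.6 ± 0.86 FPKM (1.69 ± 0.13), with CYP1A1 (1.38 ± 0.20), CACNG4 (1.21 ± 0.18), TCF7L1 (1.17 ± 0.18), TNFAIP2 (1.12 ± 0.19), EGR1 (1.05 ± 0.14), IGFBP2 (1.04 ± 0.21) and TENM2 (1.02 ± 0.14). There were 58 rises and 141 falls among 4856 genes.

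Collagen and matrix genes fell in 9 of 16 cases with TGF-β present, also 9 adjusted over the list alone (camera adjusted p = 3.45e-08, and adjusted p = 0.281 with an estimated correlation), with COL1A2 at -1.53 ± 0.11 and COL22A1 at -1.45 ± 0.13. Of 12 mesenchymal markers 4 fell and 1 rose, 7 and 1 adjusted over the list alone (camera adjusted p = 0.000383, and adjusted p = 0.281 with an estimated correlation), with FBN1 at -1.71 ± 0.12, VIM at -1.11 ± 0.09 and CDH2 at -1.19 ± 0.12. Fibroblast markers fell in 4 of 7 cases, 7 adjusted over the list alone (camera adjusted p = 3.45e-08, and adjusted p = 0.281 with an estimated correlation), and basal markers in 3 of 6, 4 adjusted over the list alone (camera adjusted p = 9.23e-05, and adjusted p = 0.281 with an estimated correlation). Of 17 TGF-β and SMAD targets 4 fell and 1 rose, 4 and 3 adjusted over the list alone (camera adjusted p = 0.709, and adjusted p = 0.818 with an estimated correlation). SEMA3C (-0.35 ± 0.15), TEAD1 (0.33 ± 0.11), SNAI2 (0.03 ± 0.10) and CDH1 (adjusted p = 0.99) were not called. Inflammatory genes rose in 5 and fell in 2 of 15 cases, 7 and 2 adjusted over the list alone (camera adjusted p = 0.0443, and adjusted p = 0.281 with an estimated correlation), with CXCL8 at 15.9 ± 0.788 against 7.49 ± 0.715 FPKM and CXCL2, uncertain for its near-identical copy, at 0.92 ± 0.14, while the falls were those of PTGS2 (-1.47 ± 0.13) and MMP10 (-1.41 ± 0.16). The 199 calls became 37 and 43 without TGF-β-treated scrambled replicates 1 and 2, 130 without either untreated scrambled library, and 93 and 92 without TGF-β-treated SOX4-shRNA replicates 1 and 2. The direction again rests on whole reads for CDH11, SPOCK1, COL1A1, COL6A1, KRT15 and CXCL14, and so does the size for ADAMTS1, with -0.23 by readings scored without them.

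**Figure D2:**
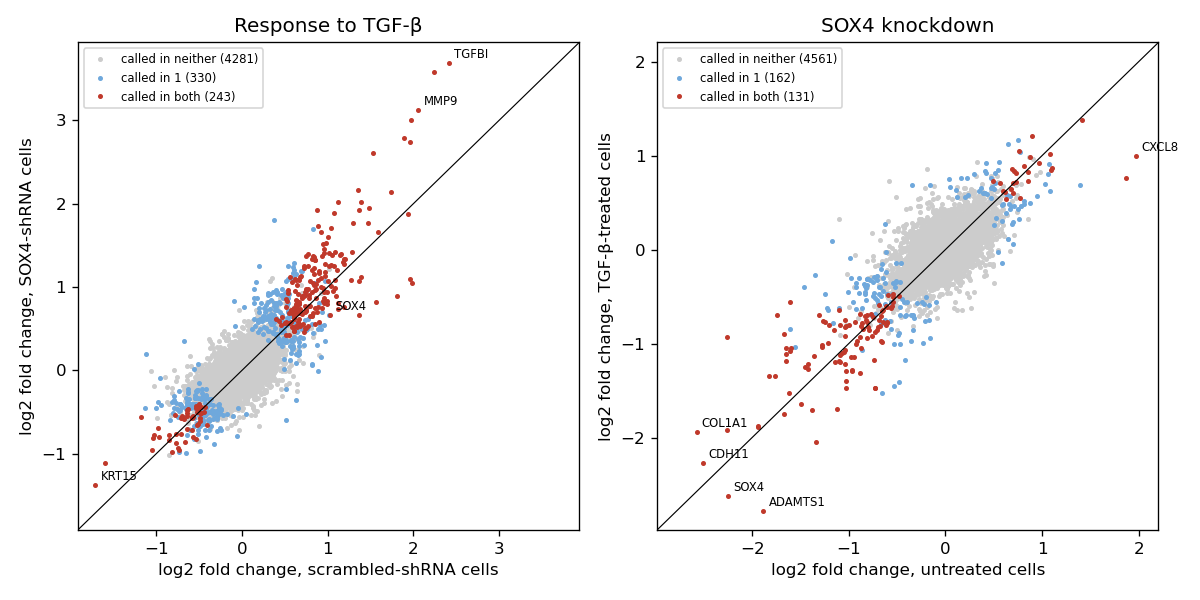
Log2 fold changes per gene of TGF-β in SOX4-shRNA against scrambled-shRNA cells (left) and of the knockdown in TGF-β-treated against untreated cells (right), in the fit of 4854 genes. Red points were called in both comparisons of a panel, blue points in 1 and grey points in neither, and the line marks equal change. TGFBI lies above the line on the left, at 3.68 in SOX4-shRNA cells against 2.42.

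The knockdown effects without and with TGF-β, which share no library, correlated across genes with Pearson r = 0.726 and Spearman rho = 0.604 (slope 0.904 by total least squares), again a description. Rises were called in both for 26 genes, against 0.658 for independent lists, and falls for 105, against 4.94. These counts were 10 and 58 under a replicate block, 5 and 55 in the fit of all kept genes and 135 and 249 under a crossed block. Both were fewer in every fit that left out a single library.

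Several genes fixed beforehand have several transcripts or lie near the floor and were not among the 4858 genes. The values and marker counts below use 1 transcript per gene and leave out any others, so they are not gene totals. The transcripts numbered 6 for FN1 and ZEB1, 5 for EZH2, 4 for SMAD7, 3 for ANGPT2 and 2 for EDN1. Fibronectin FN1, a matrix protein, was read at 864 ± 79.9 and 2216 ± 32.5 FPKM in untreated and TGF-β-treated scrambled-shRNA cells and at 279 ± 5.05 and 1037 ± 97.8 FPKM in SOX4-shRNA cells (SD, n = 2), with a posterior of 0.984 for this reading. In the fit of kept genes without whole reads, added after seeing the data, FN1 rose with TGF-β by 1.36 (adjusted p = 0.0097) and 1.89 (adjusted p = 0.0016). On knockdown FN1 fell by -1.62 untreated (adjusted p = 0.0065) and -1.10 with TGF-β (adjusted p = 0.031). EDN1, endothelin, was read at 5.86 ± 0.564, 11.9 ± 0.648, 8.80 ± 1.32 and 13.2 ± 0.799 FPKM in the same order. EZH2, a polycomb methyltransferase, lay between 8.22 and 14.96 FPKM in the 8 libraries (posterior 0.999). Neither was called in that fit, with adjusted p from 0.13 upward for EDN1 and from 0.48 for EZH2. SMAD7 could not be read with confidence (posterior 0.597), while ZEB1 was at most 1.65, SNAI1 at most 0.290 and ANGPT2 at most 0.158 FPKM. Of markers of other cells, 15 of 18 leukocyte, 12 of 14 endothelial and 2 of 16 fibroblast genes stayed below 1 FPKM in all 8 libraries, and 13 of the fibroblast genes were kept.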

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

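The tests of explanations in this part were chosen after the results were seen. The response of TGFBI to TGF-β differed between SOX4-shRNA and scrambled-shRNA cells by the interaction test, with a log2 difference of 1.26. A single library as the source was weighed by leaving out each in turn, and the lowest estimate was 1.20, although the call was kept in 2 of the 8 fits. Adjusted p ranged from 0.000968 to 0.402 over the alternatives. The call cannot be told apart from a reading 10 times too low in untreated SOX4-shRNA cells, since both cells were whole numbers of reads at either reading, which has a chance of 0.01 if the higher is true, and 0.07 such genes of any effect size were expected over all genes (Poisson chance of 1 or more 0.0676). The difference named by the design, a lower untreated level with the SOX4 shRNA, stays open beside it, and SOX4 was not separated from other effects of the 1 hairpin.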

How the results depend on the processing

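Counts of called genes are given in the order TGF-β in scrambled-shRNA cells, TGF-β in SOX4-shRNA cells, knockdown untreated, knockdown with TGF-β, and interaction (380, 437, 226, 199 and 2). Alternatives chosen beforehand gave 232, 290, 142, 126 and 0 with no filter on low values, and 249, 287, 118 and 94 for the first 4 with a mean of at least 5 FPKM, a choice that changes the genes tested. Without the intensity trend the interaction count was 0. With the compared groups alone the first 3 counts were 980, 139 and 94 (531 rises and 449 falls, 126 and 13, and 14 and 80), and a replicate block gave 186, 239, 129, 105 and 0. Libraries of the same number deviated together within a treatment (correlations of 0.57 untreated and 0.39 with TGF-β) and against each other across treatments (-0.26, -0.40, -0.49 and -0.67), so the numbers do not pair all samples. Crossed pairing, chosen after seeing the data, gave 1279, 1201, 856, 629 and 4 (638 rises and 641 falls, 668 and 533, 356 and 500, and 263 and 366 in the first 4). The fit of all kept genes, which was the design fixed beforehand, gave 129, 279, 120, 90 and 0. Also chosen after seeing the data were the kept genes without whole reads (8, 27, 13, 7 and 0), readings scored without whole reads (interaction 0) and voom (interaction 4). Of 54 list calls 0 were left with an estimated correlation. With fry 39 of the 54 were kept and 15 were lost, with 50 list calls in all. In the interaction fry called no list (adjusted p from 0.358 upward). Correlations across genes were 0.560 for TGF-β and 0.479 for knockdown with all kept genes, and 0.437 and 0.367 for kept genes without whole reads. Of 228 called pairs of a gene and a comparison taken by the naming rule, 130 were called with all kept genes and 140 with readings scored without whole reads. In the latter these reversed: MMP9 (-0.77) and CSF2 (-1.005) for TGF-β in scrambled-shRNA cells, CSF2 (-1.04) in SOX4-shRNA cells, CDH11 (0.31) and COL6A1 (0.75) on knockdown untreated, and CDH11 (0.86) and COL6A1 (0.81) with TGF-β. By its construction that alternative can take a reading 10 times off, and for MMP9, CSF2 and COL6A1 its reading was no whole number of reads in 4 of 4 cells. For CDH11 both readings were whole in 4 cells, which has a chance of 1e-04 if the higher is true. Other pairs were not settled and not tested in it, and its readings went the other way for ADAM19 (-1.26) and XYLT1 (-0.89) in scrambled-shRNA cells, CST6 (-0.50) in SOX4-shRNA cells, COL1A1 (0.58), KRT15 (0.89), FBLN5 (1.20) and TGFBI (2.13) on knockdown untreated, COL1A1 (1.27), KRT15 (0.90), SPOCK1 (1.02) and CXCL14 (-1.28) with TGF-β, and TGFBI (-2.04) in the interaction.

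Without 1 library the counts ranged from 29 to 444, 197 to 333, 51 to 252, 37 to 221 and 0 to 2, SOX4 from -2.31 to -2.20 untreated and -2.73 to -2.50 with TGF-β, the correlations from 0.633 to 0.835 and 0.508 to 0.791, list calls from 44 to 54 and these pairs from 126 to 205. The lone sample left in a group was assumed to vary like the other groups. Apart from the construction stated, the cause of these shifts was not tested. The other alternatives left each total within 1.5 times its value. The 124 falls with TGF-β in scrambled-shRNA cells became 56 with no filter on low values, 34 with a replicate block and 22 with all kept genes. Counts per direction moved further with voom (124 falls to 199, 118 to 222, and 56 rises on knockdown untreated to 105) and with readings scored without whole reads (124 falls to 228, 118 to 246, and 56 and 58 rises on knockdown to 120 and 101). Of 204 such pairs singled out for the text, 94 were called in every fit without 1 library, and 196 under both other scalings, with 204 keeping their direction in each case. DESeq2 was planned for counts and was not run, since the deposited values are not counts. The restored whole reads were tested with voom only. With a median of 363 to 486 reads per gene, depth may limit the smallest changes of low genes, which was not tested.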

Other observations

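The tests of explanations in this part were chosen after the results were seen. In untreated cells the knockdown raised interferon-response genes, among them the transcription factor gene IRF1, from 5.70 ± 0.138 to 11.4 ± 1.19 FPKM (SD, n = 2; log2 fold change 0.88 ± 0.11, SE), DDX60 (1.03 ± 0.21) and IFIT2 (0.87 ± 0.20), with 3 of 19 members called and 6 adjusted over the list alone. The camera adjusted p was 2.41e-05, and adjusted p = 0.2002 with an estimated correlation. With TGF-β present the knockdown raised 1 of 19, also 1 adjusted over the list alone (camera adjusted p = 0.0147, and adjusted p = 0.393 with an estimated correlation). In SOX4-shRNA cells TGF-β lowered 4 of these 19, HERC5 (-0.83 ± 0.13), USP18 (-0.76 ± 0.17), IFIT5 (-0.51 ± 0.12) and IFIT2 (-0.80 ± 0.20), with camera adjusted p = 0.0159, and adjusted p = 0.335 with an estimated correlation. Adjusted over the list alone, 7 fell and 2 rose. In scrambled-shRNA cells 1 fell and 1 rose, both over all genes and adjusted over the list alone (camera adjusted p = 0.254, and adjusted p = 0.644 with an estimated correlation). The interaction called none of them in limma (list camera adjusted p = 0.0466, and adjusted p = 0.511 with an estimated correlation).

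Squamous differentiation genes fell on knockdown in untreated cells in 4 of 11 cases, and adjusted over the list alone 5 fell and 1 rose (camera adjusted p = 0.000527, and adjusted p = 0.237 with an estimated correlation). SPRR1B, a cornified envelope precursor, fell from 86.05 ± 11.8 to 23.5 ± 0.48 FPKM (-1.82 ± 0.13) and involucrin IVL by -1.09 ± 0.16. Among 20 angiogenesis genes TGF-β raised 7 and lowered 1 in scrambled-shRNA cells, 9 and 1 adjusted over the list alone, with the Notch ligand JAG1 at 1.07 ± 0.10 and SEMA3C at 1.09 ± 0.15 (camera adjusted p = 0.000568, and adjusted p = 0.0819 with an estimated correlation). Of 11 genes of the ATF4 and unfolded protein response, TGF-β raised 3 in these cells, 6 adjusted over the list alone (camera adjusted p = 5.39e-05, and adjusted p = 0.0819 with an estimated correlation), with DNAJB9 at 0.94 ± 0.15 and SESN2 at 0.71 ± 0.16. No member of 8 fitted polycomb genes was called on knockdown in untreated cells (limma, over all genes or adjusted over the list alone; camera adjusted p = 0.477, and adjusted p = 0.613 with an estimated correlation).

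On knockdown in untreated cells 6 of 12 mesenchymal and 9 of 16 collagen genes were called lower, and with TGF-β 4 (with 1 higher) and 9, while neither list passed with an estimated correlation (adjusted p = 0.188, 0.187, 0.281 and 0.281). Scaling between libraries left a median log2 change of the collagen list of -0.65 under the scaling that brought it nearest to 0. The size depends on the readings and on the genes taken, with collagen medians over the alternatives from -1.28 to -0.33 untreated and from -0.82 to -0.15 with TGF-β, and mesenchymal medians from -1.01 to -0.42 and from -1.04 to -0.05. With TGF-β the collagen list had 5 of 28 called lower in the fit of all kept genes and 0 of 12 in kept genes without whole reads, and by readings scored without whole reads 4 of 12 were called lower and 1 higher, and 1 mesenchymal marker lower and 2 higher. Lower SOX4 is a hypothesis that may hold. As 1 hairpin was used, it cannot be told apart from another effect of the hairpin or of the transduced pool. Nor can it be told apart from fibroblasts in the scrambled-shRNA cultures. Of 16 fibroblast genes 2 stayed below 1 FPKM in all 8 libraries. On knockdown 7 of 7 fitted ones were lower with and without TGF-β, 4 and 5 of them called. In fits that left out a single library their median ran from -0.79 to -0.58 with TGF-β and from -0.93 to -0.69 without. Fewer of them were called in part of these fits, and likewise fewer of the collagen list. In kept genes without whole reads, 0 of 6 further members were called with or without TGF-β (medians of -0.23 and -0.61). Of these, MFAP5 (0.71 and 0.52) and FBLN1 (0.41 and 0.02) were higher and the others lower.

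Of 256 genes raised by TGF-β in scrambled-shRNA cells, 62 were called lower on knockdown in untreated cells, against 8.96 for independent lists, 6 were called higher, against 2.95, and the others were not called. Chance values of the shared untreated libraries would make the changes correlate positively (0.501 in simulated unchanged groups), while their correlation was -0.0643. Expression level was weighed with 10000 random sets matched for level, whose medians ran from -0.0810 to 0.0646, against -0.24 for these genes. With TGF-β present 56 were called lower and 8 higher. The TGF-β-treated scrambled-shRNA libraries enter both comparisons here, and their chance values alone would push these genes towards lower. The simulation did not cover this case, so no conclusion is drawn from the 56 and 8. Of the 256 genes, 190 were also raised by TGF-β in SOX4-shRNA cells. The calls behind these overlaps were fewer in each fit that left out a scrambled-shRNA library. The overlaps with the knockdown were not examined in those fits. The values of untreated cells leave a lower level of part of the TGF-β-raised genes with the SOX4 shRNA as a hypothesis. It was found on the same data, and the 1 hairpin leaves its origin open.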
